A study of Homo sapiens with 10 samples. Its data were reported in "Mycobacterium abscessus—Bronchial Epithelial Cells Cross-Talk Through Type I Interferon Signaling" (2019).

How the data were processed

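RNA was measured in normal human bronchial epithelial (NHBE) cells, primary airway cells that had been differentiated at an air-liquid interface on a porous membrane, with lung microvascular endothelial cells of another source grown on its opposite face. Of the 10 samples, 5 had received saline and 5 had received non-viable cell wall microparticles of *Mycobacterium abscessus* (MAB), a rapidly growing mycobacterium, in an amount equal to a multiplicity of infection of 10. The treatment protocol in the labels places the harvest at day 3, whereas the design text of the series gives 48 hours. The time in the study's methods is that of the protocol.

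The deposited table held raw read counts per gene, which the authors made from single-end reads of ribosomal RNA-depleted total RNA. The submitters' processing notes name bcl2fastq 2.17, Trim Galore 0.4.3, STAR 2.5.2a and the human build hg19. The annotation release, the counting settings and the use of strand were not given in the sources used here, so reads from overlapping and antisense genes cannot be assigned with certainty, and genes with near-identical copies are reported as uncertain. The table had 57783 rows with versioned Ensembl identifiers. Matching these without their version to a table of gene names gave a symbol to 55501 rows, which carried 96.5% of all counts. Coordinates were taken for the same identifiers from the GENCODE annotation lifted to GRCh37, the assembly on which hg19 is based. No row matched the mitochondrial messenger RNAs or CCL5, CCL3, CCL4, SOD2, CCDC39, MSMB, FCGBP, MMP12, MMP28 and PECAM1, and these genes were not analysed here.

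Library totals ranged from 19753864 to 31698677 counts with saline and from 23479772 to 31911118 with MAB microparticles. No molecular identifiers are named in the sources used here, so statements on counting error cover counting alone. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn with matplotlib 3.10.9. Genes were kept with filterByExpr by group at a smallest count of 10, which left 16568 of 35445 genes with any count. Counts were normalised by the trimmed mean of M-values (TMM), and edgeR's quasi-likelihood test compared MAB microparticles with saline, two-sided, with the pair as a block and Benjamini-Hochberg adjustment at 0.05. This follows the paired edgeR model with a block in the study's methods, with the quasi-likelihood test chosen here. Fold changes are fitted values. Levels are CPM, edgeR's library-scaled counts on TMM-scaled library sizes, as mean ± SD, and standard errors (SE) of log2 fold changes come from the fit. Within-pair log2 ratios used log2 CPM with a prior count of 2.

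The labels give each saline sample the code of 1 MAB sample, and these codes, numbered 1 to 5 here, were taken as pairs because the study's cells came from 5 individuals. The deviations of paired samples from their group means correlated at 0.18, 0.30, 0.50, -0.02 and 0.79 in pairs 1 to 5, across genes, and the highest correlation with another sample of the other group was 0.34, 0.29, 0.50, 0.18 and 0.15. Only pair 5 stood clearly apart from the other pairings. All 45 pairs of libraries were compared by the chi-square of their counts over genes with a summed count of at least 100.

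Before the data were examined, 30 gene lists were fixed. Lists with at least 3 tested members, 27 in all, were compared with all other genes by camera in limma at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry served as alternatives. An exact two-sided sign-flip permutation test over the 5 pairs was applied to the median within-pair ratio of the interferon-stimulated genes; the smallest p it can give is 0.0625. Genes named in the text were set by a rule fixed at the same time. It took all genes of 2 lists that the study had named on these samples, then the 10 largest rises and 10 largest falls among called genes with a mean log2 CPM of at least 0 that moved the same way in all 5 pairs. From each other list it took the 2 risen and the 2 fallen members with the smallest p, or, where no member was called, the 2 with the highest level. Some genes that met this rule are not reported here. Names outside it are marked as chosen after their values were seen.

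Alternatives covered DESeq2 size factors, library size alone, no filter, a filter of CPM above 1 in 5 libraries, a fit without the replicate block, DESeq2's Wald test, edgeR's likelihood-ratio test, limma voom, robust empirical Bayes, each pair left out in turn, false discovery rate 0.5, a fold threshold of 2, prior counts of 0.5 and 5, and lists without the genes named by the study. After the data were seen, fits with MAB replicates 2 and 3 counted as 1 and with pairs 1, 4 and 5 alone were added. So was a fit without the genes used for an identity check of the libraries in each pair. Counting MAB replicates 2 and 3 as 1 summed their saline libraries as well, so this fit has 1 pair fewer. The pipeline was tested on simulated counts drawn from the real means, library sizes and dispersions of 16411 genes in 5 pairs. Of the changed genes, 59.7% were recovered at 1.5-fold, 97.0% at 2-fold and 98.5% at 4-fold, and 12 of 182 calls were false. Each changed gene had the same fold in all 5 simulated pairs, and every library was drawn separately. These rates therefore do not cover pairs that respond unequally or 2 libraries that are near-identical. The same simulation called the 1 changed list and 0 of 20 unchanged lists at the preset correlation, with gene counts drawn independently of each other.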

Results

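Gene expression was measured by RNA sequencing in NHBE cells challenged with MAB cell wall microparticles (5 samples) or with saline (5 samples), and the labels pair each exposed sample with 1 control. The comparison addresses how airway epithelium responds to mycobacterial cell wall material without live infection. Total counts were 25867637 ± 4227976 per saline library and 26547930 ± 3719570 per MAB library (mean ± SD, n = 5 each). Between 24607 and 27084 genes had a count in a library, and the 10 most abundant genes took 14.1% to 16.1% of the counts.

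The MAB libraries of replicates 2 and 3 differed far less than any other pair of libraries. Their coefficient of variation (CV) beyond counting noise was 1.40% over 13341 genes, compared with 4.37% to 47.1% for the other 44 library pairs. The chi-square per gene between them was 1.43, whereas libraries simulated with sampling noise alone gave 1.00. This shows that they are not 1 set of counts, but not that they come from separate cultures. The planned fit with 5 pairs was kept, and fits that count these libraries as 1 are given beside its lead counts. In 3 of the 5 pairs the libraries did not match each other in transcripts fixed by the genome of the cells, and 7 of the 10 libraries held transcripts that no 1 genome carries together. Over 18 tested genes of a list with common deletions or strong inherited expression differences, the median absolute within-pair log2 ratio was 0.47, compared with a median of 0.23 over random lists of similar expression. GSTT1, for example, was lower with MAB microparticles (log2 fold change -1.19, SE 0.08, adjusted p = 6.65e-04 by edgeR; named after its value was seen). So even a fall would also follow from a response to treatment, and it does not show that the cells differ. Since the libraries of 3 pairs did not match, a difference within pairs in the cells that a library holds is not excluded for the gene groups below.

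**Figure D1:**
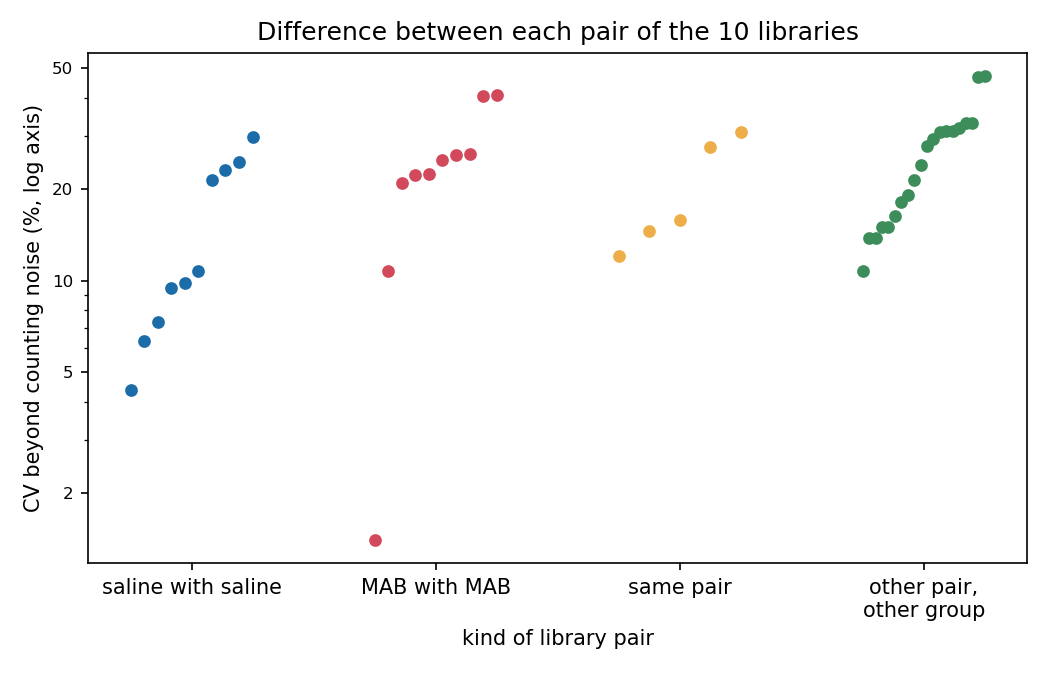
Each point is 1 of the 45 pairs of libraries, placed by kind of pair on the x axis and by the CV of its counts beyond counting noise (%, log axis) on the y axis. The lowest point, 1.40%, is the pair of MAB libraries of replicates 2 and 3, and the next lowest is 4.37% between 2 saline libraries.

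Exposure to MAB microparticles raised 1255 genes and lowered 1067 of 16568 tested, and 204 of these changed at least 2.5-fold, 138 upward and 66 downward. Of the 10 largest rises 7 were in members of the fixed list of squamous differentiation and the cornified envelope. The largest was outside it. MAL, a membrane protein of squamous and other polarised epithelia, went from 0.303 ± 0.237 to 75.2 ± 94.9 CPM (fold change 163), with log2 ratios of 8.88 and 9.61 in pairs 2 and 3 but 3.58, 4.20 and 3.64 in pairs 1, 4 and 5, where those of SBSN were 5.50, 4.82 and 3.48. It was followed by CRNN (109), SBSN (89.8), CRCT1 (66.1), KRT78 (63.6), SPRR3 (55.9), SPRR2E (55.8), SH2D1B (36.6), HEPHL1 (33.4) and KRT24 (30.02), with adjusted p from 4.07e-05 to 0.0053, and all were higher in 5 of 5 pairs. Apart from SPRR3 (6.33 CPM), their saline means were near the floor, from 0.102 (KRT24) to 0.481 CPM (KRT78), so these folds are imprecise. The log2 ratios of CRNN were 7.22 and 8.95 in pairs 2 and 3 but 3.29, 3.21 and 2.08 in pairs 1, 4 and 5. Those of KRT24 were closer, at 4.57 and 4.44 compared with 3.87, 4.73 and 2.72. Large falls were in ADH1C, an alcohol dehydrogenase, which fell by 2.48 on the log2 scale (SE 0.51), LSP1 by 2.41, the airway epithelial gene SEC14L3 by 2.19, the airway cytochrome CYP2F1 by 2.16, the potassium channel gene KCNJ16 by 2.04, CD200R1 by 1.95, DPY19L2 by 1.83 and the oxytocin receptor gene OXTR by 1.81. With 1 pair left out in turn, ADH1C, CYP2F1 and KCNJ16 kept their call in 1 of 5 fits and CD200R1 in 2. SEC14L3 kept it in 4, and LSP1, DPY19L2 and OXTR in all 5. The log2 ratio of ADH1C was -4.06 and -3.91 in pairs 2 and 3, and -2.60, -1.46 and -0.72 in pairs 1, 4 and 5. MTND5P11, which fell by 2.68, is a nuclear copy of a mitochondrial gene and shares reads with its source, so its value is uncertain. Of the 2322 changed genes, 2291 moved the same way in all 5 pairs and 1920 changed by less than 1 on the log2 scale. Agreement between pairs is not separate support, since a paired test favours genes that move alike across pairs. Pairs 2 and 3 also have near-identical MAB libraries, so in every count of pairs given here they may not be separate samples.

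These counts varied with the fit. In a fit without the replicate block 45 genes were higher, 13 lower and 23 changed at least 2.5-fold, and with MAB replicates 2 and 3 counted as 1 the counts were 388, 335 and 126. The latter fit also sums the saline libraries of replicates 2 and 3, and so has 1 pair fewer. Leaving out 1 pair gave 258 to 830 higher, 199 to 761 lower and 108 to 291 genes changed at least 2.5-fold, the lowest totals of higher and lower genes being those without replicate 4 and the highest those without replicate 5. With pairs 1, 4 and 5 alone the counts were 1189, 1233 and 150. The share of higher genes among the calls was 54.0%, compared with 36.6% (830 higher, 1440 lower) when libraries were scaled by size alone.

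Interferon-stimulated genes, the targets of interferon signalling that restrict viruses and intracellular microbes, rose in 4 of the 5 pairs. Of 51 tested members 28 rose, 1 fell and 22 did not pass, or 45 and 1 adjusted over the list alone. All 9 type I interferon genes that the study named on these samples rose, which is not independent evidence of their direction. These were RSAD2 (viperin, fold change 6.76), MX2 (5.71), IFI44L (4.57), ISG15 (4.42), IFIT1 (4.23), IFI6 (3.71), MX1 (3.10), OAS1 (2.81) and OAS3 (2.73), with adjusted p from 0.0144 to 0.0317. ISG15, a ubiquitin-like modifier at chromosome 1, 936518 to 949920 (GRCh37, ENSG00000187608.5), went from 13.9 ± 1.42 to 71.7 ± 41.6 CPM, and RSAD2 at chromosome 2, 7005688 to 7038370 (ENSG00000134321.7), from 8.03 ± 1.44 to 72.6 ± 57.5 CPM. Among the others, BST2 (tetherin) rose 1.73-fold (adjusted p = 0.00645), and IFITM2, a membrane restriction factor, fell by 0.34 on the log2 scale (adjusted p = 0.0468). IFIT1 and OAS1 were higher in 4 of 5 pairs, and the remaining named members that rose had a ratio above 0 in all 5. In pair 5 the log2 ratios of these remaining members were small, from 0.0017 for IFI44L and 0.015 for MX1 to 0.415 for ISG15.

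The median within-pair log2 ratio of the interferon-stimulated genes was 0.82, 1.095, 1.16, 0.58 and -0.06 in pairs 1 to 5, with a mean of 0.72 ± 0.49 (SD, n = 5; exact sign-flip permutation test, two-sided, p = 0.125, the smallest possible being 0.0625). In pair 5 the log2 ratio of RSAD2 was 0.06. The camera test called the list (adjusted p = 8.41e-20) and the 9 genes of the study (adjusted p = 1.74e-10), but not with an estimated correlation (adjusted p = 0.380 and 0.277). Without pair 1 or pair 4 the number of risen genes of the list was 1 in each case, without pair 2 it was 5, without pair 3 it was 4, and without pair 5 it was 41. It was 6 without the replicate block, and with MAB replicates 2 and 3 counted as 1 it was 5. Of the 9 genes of the study 0 rose without pair 1 or pair 4, 2 without pair 2, 1 without pair 3 and 9 without pair 5, compared with 4 without the replicate block and 2 with MAB replicates 2 and 3 counted as 1. With pairs 1, 4 and 5 alone 26 genes of the list and 9 of the study's rose. These are counts of calls and not sizes of change. The mean of the pair medians of the list was 0.695, 0.625, 0.608, 0.754 and 0.915 without pairs 1 to 5 in turn. With MAB replicates 2 and 3 counted as 1, and so 1 pair fewer, this mean was 0.610 (exact sign-flip permutation test, two-sided, p = 0.25).

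**Figure D2:**
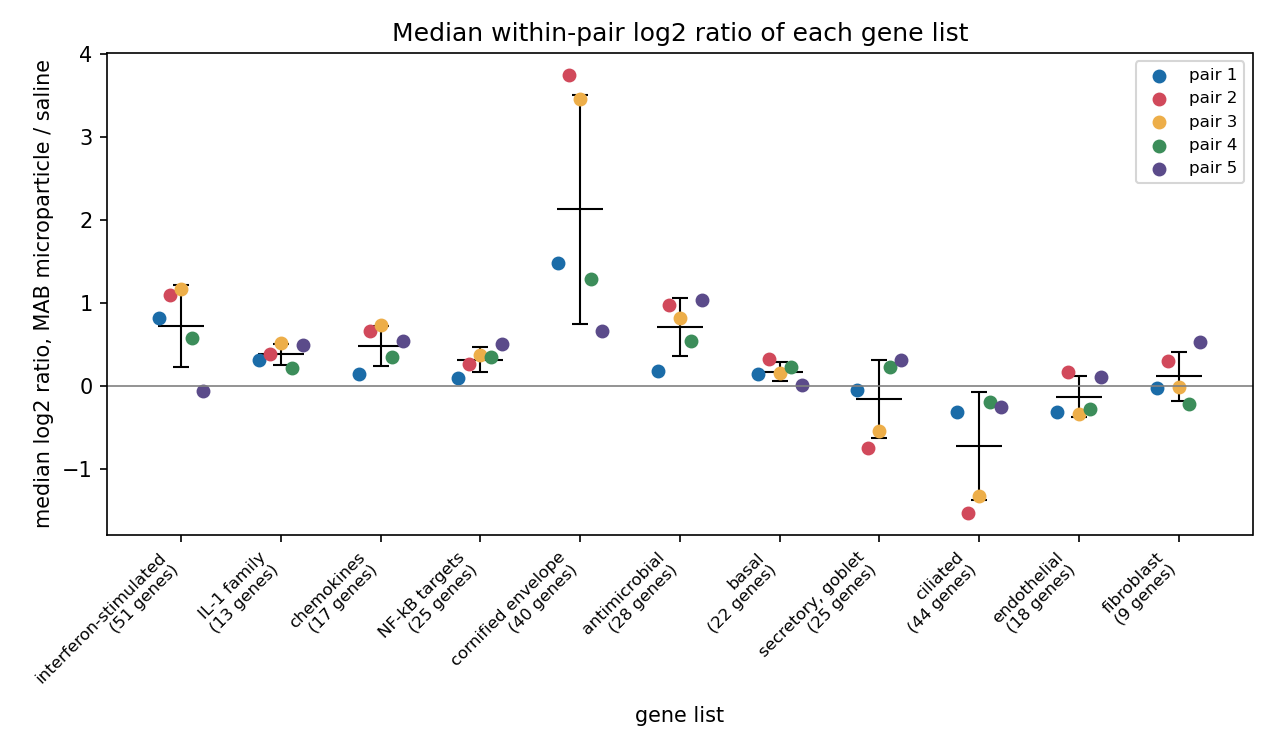
The y axis gives the median log2 ratio of MAB microparticle over saline CPM within each pair for 11 gene lists (x axis, number of tested genes below each name), with points for the 5 pairs and bars for their mean and SD. Cornified envelope genes lie above 0 in all 5 pairs (0.66 to 3.75), ciliated genes below 0 in all 5 (-1.54 to -0.19), and interferon-stimulated genes above 0 in 4, with pair 5 at -0.06.

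Cytokine and chemokine genes also rose. All 8 tested genes that the study named in this class rose, and the list was called with the preset (camera, adjusted p = 4.47e-20) and with an estimated correlation (adjusted p = 0.0255). The study named these genes on these samples, so neither their direction nor the call of the list is independent evidence. IL36G, an epithelial IL-1 family cytokine, rose 3.64-fold (2.83 ± 1.03 to 11.5 ± 7.57 CPM, adjusted p = 0.00884), IL1RL1, the IL-33 receptor gene, 3.13-fold (15.9 ± 9.90 to 49.3 ± 28.2 CPM, adjusted p = 3.81e-04), and the IL-1 receptor antagonist gene IL1RN 2.63-fold (83.2 ± 11.7 to 252 ± 153 CPM, adjusted p = 0.0150). IL23A rose 3.27-fold, CXCL11 3.35-fold, CCL22 2.91-fold, CXCL10 2.71-fold and the gelatinase gene MMP9 4.08-fold (28.7 ± 5.52 to 118 ± 29.7 CPM), and all were higher in 5 of 5 pairs. IL36A and IL36B lie beside IL36G in a cluster on chromosome 2 (113730780 to 113891593 with IL1RN, GRCh37) and fell below the count filter. IL36A had 22 counts over the saline libraries and 622 over the MAB libraries, of which 323 and 207 were in replicates 2 and 3, and without the filter its fold change was 23.4 (adjusted p = 1.28e-09 by edgeR). IL36B had 0 counts with saline and 27 with MAB microparticles, of which 16 and 10 were in replicates 2 and 3, at least 8.77-fold higher against 3 counts over the group.

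Among IL-1 family ligands and receptors 6 of 13 tested members rose and 0 fell, at the same counts adjusted over the list alone. Of 17 chemokine genes 11 rose and 0 fell, or 13 and 0 adjusted over the list alone. CXCL8, the neutrophil chemokine, went from 413 ± 121 to 603 ± 155 CPM (fold change 1.48, adjusted p = 0.00663). Of 25 NF-kB target genes 9 rose and 0 fell, or 12 and 0 adjusted over the list alone, including TNF (3.01-fold, adjusted p = 0.00884) and the adhesion molecule gene ICAM1 (1.54-fold, adjusted p = 0.0053). The 3 lists were called by camera (adjusted p = 4.21e-07, 1.70e-09 and 4.21e-07), but not with an estimated correlation (adjusted p = 0.122, 0.122 and 0.296). With the genes that the study named taken out, camera gave adjusted p = 0.0481, 8.14e-07 and 7.13e-07. Of these 3 lists 0 members passed without the replicate block. Without pairs 1 to 5 in turn 4, 4, 4, 5 and 7 genes of the IL-1 family, 8, 5, 4, 3 and 8 chemokines and 9, 8, 5, 2 and 9 NF-kB targets rose, compared with 4, 4 and 5 with MAB replicates 2 and 3 counted as 1. Without pair 5, 15 genes of the IL-1 family were tested, and of the 13 above at most 5 rose. CXCL10 and CXCL11 were not called with MAB replicates 2 and 3 counted as 1 (adjusted p = 0.0608 and 0.0544), and IL1RL1 and MMP9 were (adjusted p = 0.00205 and 0.00578). The log2 fold changes of CXCL10 and CXCL11 were 1.58 and 1.76 in that fit, compared with 1.44 and 1.74 over all 5 pairs.

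Genes of squamous differentiation and the cornified envelope, the cross-linked protein shell of stratified epithelium, had the highest median log2 fold change of any list over all 5 pairs. Of 40 tested members 27 rose, 0 fell and 13 did not pass, or 36 and 0 adjusted over the list alone, and their median log2 fold change was 2.25. The study reported this class as enriched on these samples, so its direction is not independently tested here. Many members lie in the epidermal differentiation complex on chromosome 1 (152126071 to 153234600, GRCh37, 19 listed genes). SPRR3, a cross-linked envelope protein gene (152974223 to 152976332, ENSG00000163209.10), went from 6.33 ± 2.11 to 614 ± 630 CPM, and SBSN (suprabasin; chromosome 19, 36014269 to 36019253, ENSG00000189001.6) from 0.208 ± 0.164 to 20.3 ± 21.3 CPM. The keratin gene KRT6A rose by 1.52 on the log2 scale (SE 0.20, adjusted p = 0.00773), whereas involucrin (IVL, log2 fold change 0.57, adjusted p = 0.101) and transglutaminase 1 (TGM1, -0.34, adjusted p = 0.265) did not pass; these 3 were named after their values were seen. SPRR2 genes are near-identical copies, and their individual values are uncertain.

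The within-pair median of the cornified envelope list was 1.49, 3.75, 3.46, 1.29 and 0.66 in pairs 1 to 5. In pairs 1, 4 and 5 the cytokine genes named by the study had higher medians (1.59, 1.38 and 1.09), as did the study's interferon genes in pairs 1 and 4 (2.23 and 1.66). The list was called by camera (adjusted p = 1.71e-37), but not with an estimated correlation (adjusted p = 0.237). The number of risen genes was 17 without pair 1, 3 or 4, 18 without pair 2, and 32 without pair 5, compared with 5 without the replicate block, 17 with MAB replicates 2 and 3 counted as 1 and 30 with pairs 1, 4 and 5 alone. Without pair 5, 42 genes of the list were tested, and of the 40 tested over all pairs at most 30 rose.

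**Figure D3:**
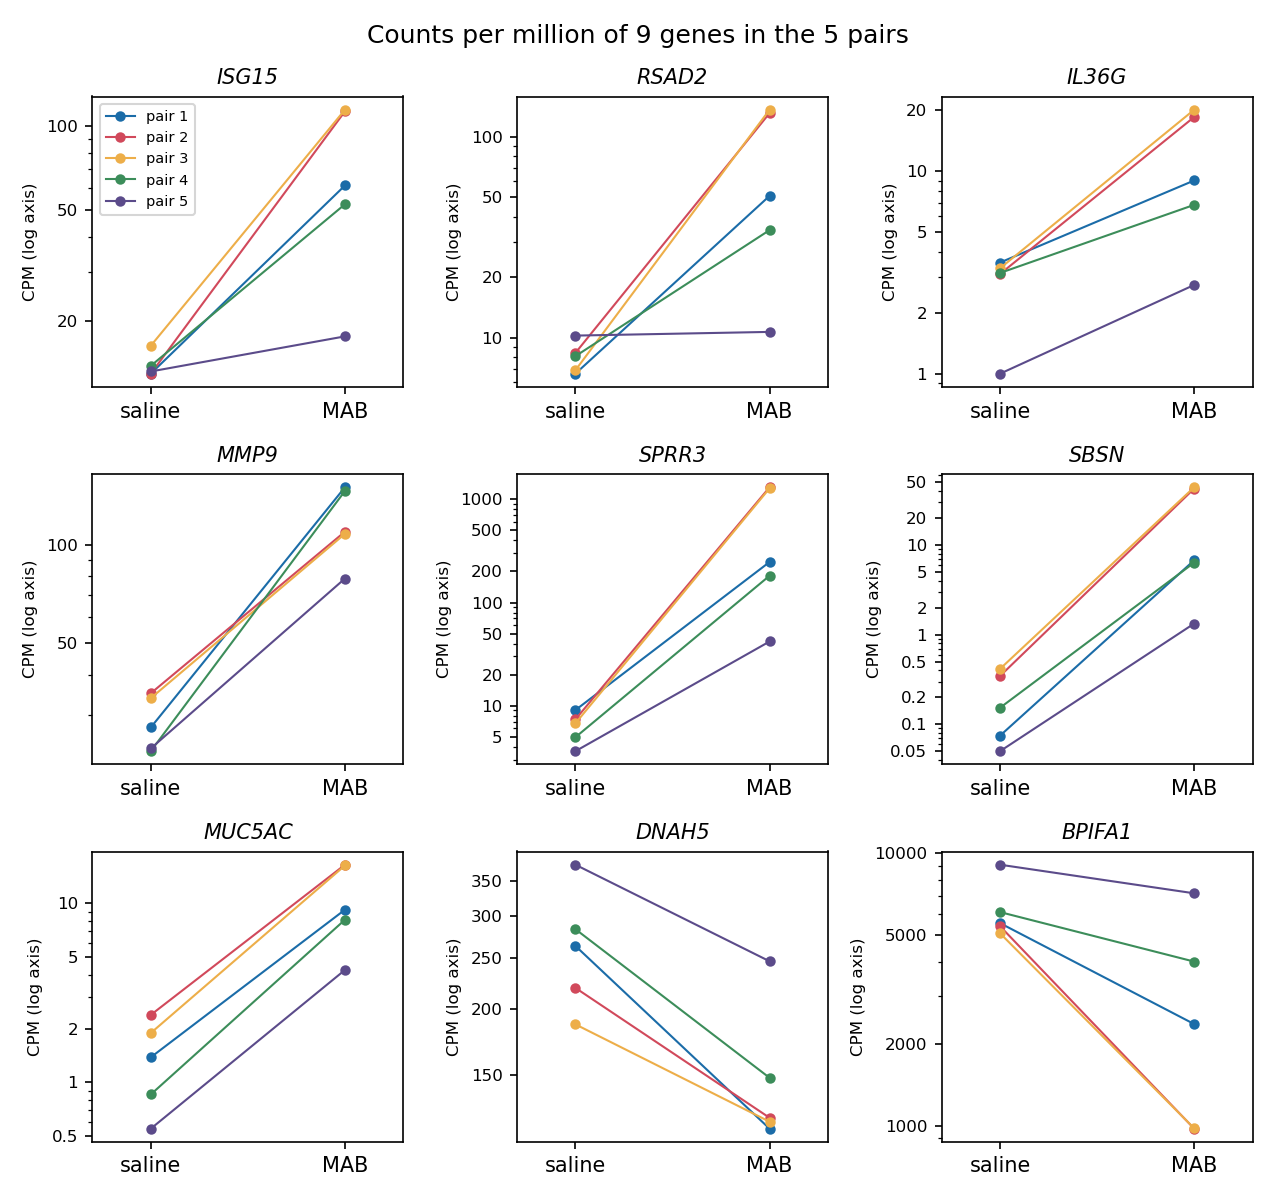
CPM (y axis, log scale) of 9 genes with saline and with MAB microparticles (x axis), with a line for each of the 5 pairs. RSAD2 is nearly level in pair 5, SPRR3, SBSN, MUC5AC, MMP9 and IL36G rise and DNAH5 and BPIFA1 fall in all 5 pairs, and the MAB points of pairs 2 and 3 lie close together.

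Markers of multiciliated airway cells fell. Of 44 tested members 18 fell, 1 rose and 25 did not pass, or 37 and 1 adjusted over the list alone, with a median log2 fold change of -0.76. DNAH5, an outer dynein arm heavy chain gene (chromosome 5, 13690437 to 14011927, ENSG00000039139.9), went from 266 ± 71.9 to 152 ± 54.0 CPM (adjusted p = 0.00438), and DNAH7 from 176 ± 62.7 to 88.2 ± 61.0 CPM (adjusted p = 0.00974), both lower in 5 of 5 pairs. CCNO, which acts in centriole amplification, rose 1.42-fold (adjusted p = 0.0216). The within-pair medians were -0.31, -1.54, -1.33, -0.19 and -0.26, lowest in pairs 2 and 3. The list was called by camera (adjusted p = 1.81e-16), but not with an estimated correlation (adjusted p = 0.407), and 4, 8, 3, 5 and 17 members fell without pairs 1 to 5 in turn. Without the replicate block 0 members fell, and with MAB replicates 2 and 3 counted as 1 it was 6, whereas 26 fell with pairs 1, 4 and 5 alone.

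Of 25 secretory and goblet cell genes 4 rose and 3 fell, the same numbers as adjusted over the list alone, and the list was not called (camera, adjusted p = 0.0911). It was called with MAB replicates 2 and 3 counted as 1 (adjusted p = 0.0293) and with pairs 1, 4 and 5 alone, where 7 rose and 2 fell (adjusted p = 7.93e-06). MUC5AC, the gel-forming mucin of goblet cells (chromosome 11, 1151580 to 1222364, ENSG00000215182.6), rose 7.75-fold (1.41 ± 0.745 to 10.9 ± 5.36 CPM, adjusted p = 8.12e-05), and SPDEF, a goblet cell transcription factor gene, 1.97-fold (adjusted p = 0.00308). BPIFA1, an abundant secreted airway protein gene, went from 6244 ± 1632 to 3090 ± 2583 CPM (log2 fold change -1.40, SE 0.34, adjusted p = 0.0367), and ITLN1 and CYP2F1 fell as well. Both rises held in every fit that left out 1 pair, whereas BPIFA1, ITLN1 and CYP2F1 reached adjusted p of 0.0910, 0.0756 and 0.0903 in such fits. Of 22 basal cell genes 9 rose and 2 fell, or 12 and 3 adjusted over the list alone (camera, adjusted p = 1.25e-04; adjusted p = 0.251 with an estimated correlation). The members that rose included LAMB3, a basement membrane gene (409 ± 81.5 to 764 ± 234 CPM, adjusted p = 0.00438), whereas KRT15 (log2 fold change -0.72, adjusted p = 0.00437) and DLK2 (-0.53, adjusted p = 0.0402) fell. A fit without the replicate block called 1 basal and 2 secretory genes, all higher. Without pairs 1 to 5 in turn 5, 6, 6, 5 and 8 basal and 2, 2, 3, 2 and 5 secretory genes rose, compared with 5 and 2 with MAB replicates 2 and 3 counted as 1.

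Lists of markers of other cells were not called over all 5 pairs. Of 18 endothelial genes 1 fell (MMRN1, log2 fold change -0.78, adjusted p = 0.00972) and 0 rose (camera, adjusted p = 0.303), and the endothelial median was lower in both libraries of pair 5 (log2 CPM -0.41 and -0.35) than in all others (1.22 to 2.52). Of 9 fibroblast genes 1 rose (LUM, 7.21-fold, adjusted p = 0.0463, higher in 4 of 5 pairs), and the median log2 fold change of -0.01 and the mean of 0.33 differed in sign (camera, upward, adjusted p = 0.543; with pairs 1, 4 and 5 alone the list was called, adjusted p = 0.0145). The log2 ratio of LUM was 4.63, 0.14, -0.02, 3.86 and 3.96 in pairs 1 to 5, and its call held in 2 of 5 fits without 1 pair. Of 3 tested myeloid genes 1 rose (CD14, 1.53-fold, adjusted p = 0.0165), although the median of the list was -0.54 (camera, upward, adjusted p = 0.686). The ionocyte and neuroendocrine list had 3 tested genes, 0 of which were called (camera, adjusted p = 0.276), with ASCL3 at log2 fold change -1.26 (adjusted p = 0.103) and FOXI1 at -0.87 (adjusted p = 0.195). Of the lymphocyte list 2 genes were tested, CD4 (log2 fold change -0.45, adjusted p = 0.0681) and KLRD1 (-0.04, adjusted p = 0.917). Among 6 nuclear-retained RNAs, a check on RNA quality, SNHG1 fell by 0.30 (adjusted p = 0.0231) and 0 rose (camera, adjusted p = 0.0963).

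Antimicrobial genes rose more often than they fell. Of 28 tested members 11 rose and 2 fell, or 17 and 2 adjusted over the list alone (camera, adjusted p = 1.47e-07; adjusted p = 0.237 with an estimated correlation). DUOXA2, the maturation factor of the hydrogen peroxide-producing oxidase DUOX2, rose 2.59-fold (11.8 ± 5.09 to 29.2 ± 8.22 CPM, adjusted p = 0.00548) and TCN1 1.26-fold (adjusted p = 0.0156), whereas BPIFA1 and NOS2 (1.11 ± 0.180 to 0.471 ± 0.299 CPM, adjusted p = 0.0231) fell. Of 28 matrix remodelling genes 8 rose and 0 fell, or 17 and 0 adjusted over the list alone, and the smallest p were those of MMP9 and the protease inhibitor gene SERPINE2 (1.495-fold, adjusted p = 0.00731; camera, adjusted p = 1.76e-08, and adjusted p = 0.157 with an estimated correlation). Of 32 cell division genes 5 fell and 0 rose, or 8 and 1 adjusted over the list alone (camera, adjusted p = 6.31e-04; adjusted p = 0.407 with an estimated correlation and 0.0736 with pairs 1, 4 and 5 alone), among them MCM6 (log2 fold change -0.42, adjusted p = 0.0180) and CCNA2 (-0.64, adjusted p = 0.0317). Without the replicate block 0 antimicrobial, 1 matrix and 0 cell division genes passed. Without pairs 1 to 5 in turn 4, 5, 3, 1 and 12 antimicrobial and 5, 6, 6, 4 and 7 matrix genes rose and 0, 1, 1, 0 and 5 cell division genes fell, compared with 4, 5 and 1 with MAB replicates 2 and 3 counted as 1. In all, 13 of 27 lists were called at the preset correlation, 1 with an estimated correlation and 8 by fry. The 1 list called with an estimated correlation is that of the cytokine genes the study named on these samples. Its call is therefore not independent evidence, and no list chosen apart from the study's values passed in that test. The 13 also include the interferon genes named by the study. Among other splits of the 10 libraries as many as 19 lists were called at the preset correlation.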

Values the study reported

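The study reported 1759 genes that differed between NHBE cells with and without MAB microparticles at an FDR below 0.5, and a change of at least 2.5-fold in 410 genes. Among type I interferon genes its fold changes were 6.67 for RSAD2, 5.66 for MX2, 4.34 for IFI44L, 4.34 for ISG15, 4.20 for IFIT1, 3.66 for IFI6, 3.1 for MX1, 2.79 for OAS1 and 2.69 for OAS3. For cytokine genes it gave 41.3 for IL36β, 18.4 for IL36α, 3.2 for IL36γ, 3.2 for IL23A, 3.1 for IL1RL1, and both 3.1 and 2.6 for IL1RN. Fold changes of 8.8 for CCL5, 3.1 for CXCL11, 2.8 for CCL22, 2.5 for CXCL10 and 4 for MMP9 were also reported.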

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

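All of the tests of explanations in this part were chosen after the result was seen. Within each group of 5 libraries or 5 pairs, 313 sets of values were screened for 1 value far from the other 4, and 22 were found, which is 7.03%, where chance gives about 1 in 20. Replicate 5 held 17 of these.

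Among interferon-stimulated genes, the saline library of replicate 5 stood above the other saline libraries in MX2 (19.6 CPM, others 13.1 to 14.7) and OAS1 (56.2 CPM, others 31.6 to 36.8), and its BST2 log2 ratio of 0.33 lay below 0.82 to 0.99 in the other pairs. ISG15 was highest in the saline library of replicate 3 (16.4 CPM, others 13.0 to 13.9), and the median of the list in the saline library of replicate 4 (5.21 log2 CPM, others 5.07 to 5.11).

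The saline library of replicate 5 was also apart in IL36G (1.00 CPM, others 3.11 to 3.55), SEC14L3 (10.98 CPM, others 2.83 to 5.14), CD200R1 (31.6 CPM, others 13.7 to 18.7), BPIFA1 (9090.4 CPM, others 5091 to 6089) and HK2 (32.7 CPM, others 52.7 to 58.3). Its 10 most abundant genes took 15.9% of counts (others 14.1% to 14.4%), and its endothelial median was -0.41 log2 CPM (others 1.70 to 2.52). Fibroblast medians of replicate 5 were -0.19 log2 CPM with saline (others 2.04 to 2.60) and 0.16 with MAB microparticles (others 2.62 to 2.98). The MAB library of replicate 5 was apart in OXTR (8.21 CPM, others 1.69 to 2.80), DNAH5 (246 CPM, others 119 to 148), SPDEF (12.5 CPM, others 18.1 to 19.7), NOS2 (1.00 CPM, others 0.280 to 0.394) and TXNRD1 (378 CPM, others 251 to 285).

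Pair 1 was apart in the log2 ratios of DUOXA2 (0.59, others 1.45 to 1.79) and MCM6 (-0.68, others -0.41 to -0.31), and its MAB library in TCN1 (167 CPM, others 152 to 156).

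Interferon-stimulated genes did not rise in pair 5, where their median log2 ratio was -0.06. A raised level before exposure would need the saline library of replicate 5 to stand above the others by at least 0.5 on the log2 scale, and the median difference over 51 genes was 0.17, which argues against it for the list, although MX2 and OAS1 were higher there. A pair that was not exposed, or was mislabelled, cannot be told apart from a weaker response: of 1521 other genes called without pair 5, 93.1% moved the same way in pair 5, by a median of 0.469 of their change in the fit without it, and in 23.7% its MAB library lay beyond all saline libraries, but saline libraries alone reached 90.9%, 0.845 and 68.4%. Of 9 called lists that the study had not picked, 0 had a median in pair 5 beyond every difference between 2 saline libraries (NF-kB targets 0.50 against 0.76, antimicrobial genes 1.04 against 1.25), while single genes did lie beyond the saline libraries in the MAB library of replicate 5, such as MMP9 (78.8 CPM, saline 23.3 to 35.1) and MUC5AC (4.25 CPM, saline 0.55 to 2.38). The endothelial median of the MAB library of replicate 5 was -0.35 log2 CPM, below all libraries of the other pairs, so a part of endothelial cells in the response also stays open, with 1 such pair, as does a donor that responds less, which was not tested.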

How the results depend on the processing

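The fits that count MAB replicates 2 and 3 as 1, keep pairs 1, 4 and 5 alone or leave out the genes of the identity check were chosen after seeing the data. Against 1255 higher genes, the totals were 45 without the replicate block, 830 with library size only, 388 with MAB replicates 2 and 3 counted as 1 (387 of these among the 1255) and 5529 at a false discovery rate of 0.5. Against 1067 lower genes, they were 13 without the replicate block, 1731 with no low-count filter (1004 of these among the 1067), 1716 with the likelihood-ratio test (1056 among them), 335 with MAB replicates 2 and 3 counted as 1 (330 among them) and 5526 at a false discovery rate of 0.5. Against 204 genes changed at least 2.5-fold, they were 23 without the replicate block, 395 with no low-count filter, 126 with MAB replicates 2 and 3 counted as 1 and 402 at a threshold of 2-fold. Leaving out 1 pair gave 258 to 830 higher, 199 to 761 lower and 108 to 291 genes changed at least 2.5-fold, while pairs 1, 4 and 5 alone gave 1189, 1233 and 150. Of 13 called lists, 1 was called with an estimated inter-gene correlation, that of the cytokine genes named by the study, and 8 by fry. The cause of these differences was not tested. Counts under DESeq2 size factors, the stricter filter, DESeq2's Wald test, limma voom, robust empirical Bayes, pairs 1, 4 and 5 alone and without the genes of the identity check stayed within 1.5 times the reported ones. The mean within-pair response of the interferon-stimulated genes kept its direction in every fit run on it, and with 5 pairs its exact p could not pass the threshold in any. Of 88 named genes, 69 lost their call without the replicate block, 32 with MAB replicates 2 and 3 counted as 1, 15 under robust empirical Bayes, and 40, 30, 37, 44 and 10 without replicates 1 to 5 in turn. Called genes kept their sign in every fit. Of the uncalled ones PGD (0.03) reversed to -0.027 with library size only and -0.049 without replicate 4, and ranged from -0.049 to 0.089 (without replicate 3) over fits without 1 pair. KLRD1 (-0.04) reversed to 0.056 without replicate 1 and 0.166 without replicate 4, and ranged from -0.198 (without replicate 3) to 0.166. Depth limits genes such as IL36B, with 27 counts over 10 libraries.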

Other observations

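Genes of the unfolded protein response also rose: of 22 tested members 7 rose and 0 fell, or 13 and 0 adjusted over the list alone, among them MANF (37.5 ± 4.70 to 60.1 ± 18.3 CPM, adjusted p = 0.0238 by edgeR) and CRELD2 (1.55-fold, adjusted p = 0.0232), both secreted chaperone-related factors of the endoplasmic reticulum. The list was called by camera (adjusted p = 3.53e-06), but not with an estimated correlation (adjusted p = 0.407), and 0 of its members passed without the replicate block, with MAB replicates 2 and 3 counted as 1, or without pair 2, 3 or 4, and 4 without pair 1. By contrast, 6 rose without pair 5, and 5 with pairs 1, 4 and 5 alone (camera, adjusted p = 0.00819). Of genes chosen after their values were seen, with no list or group test behind them, these were higher in 5 of 5 pairs: the growth factor genes EREG (log2 fold change 1.40, SE 0.12, adjusted p = 0.00192), AREG (1.53, adjusted p = 0.00731) and HBEGF (0.57, adjusted p = 0.00467), and the phosphatase gene DUSP6 (0.90, adjusted p = 0.00105). The kallikrein protease genes KLK12 (4.77, adjusted p = 0.00159) and KLK8 (2.93, adjusted p = 0.00291), chosen in the same way, rose alongside the cornified envelope genes.

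Other lists were not called by camera over all 5 pairs. Of 20 NRF2 and oxidative stress genes 0 rose and 0 fell by edgeR (camera, adjusted p = 0.779), with TXNRD1 at log2 fold change -0.14 (adjusted p = 0.251), but with pairs 1, 4 and 5 alone 6 rose and the list was called (camera, adjusted p = 7.82e-04). Of 25 hypoxia and glycolysis genes 2 rose (HK2, 1.97-fold, adjusted p = 0.00417, and VEGFA, 1.18-fold, adjusted p = 0.0419) and 1 fell (P4HA1, log2 fold change -0.27, adjusted p = 0.0326; camera, adjusted p = 0.401). Of 22 cholesterol genes 1 rose and 0 fell (camera, adjusted p = 0.213), but the list was called with MAB replicates 2 and 3 counted as 1 (adjusted p = 0.0106) and with pairs 1, 4 and 5 alone, where 13 rose (adjusted p = 2.09e-08). Of 9 aryl hydrocarbon receptor targets ALDH3A1 (430 ± 165 to 175 ± 177 CPM, adjusted p = 0.0204) and CYP1B1 (log2 fold change -0.33, adjusted p = 0.0431) fell and ALDH1A3 rose 1.31-fold (adjusted p = 0.0258; camera, adjusted p = 0.0963). Of 18 genes that lean to interferon gamma 5 rose and 1 fell (camera, adjusted p = 0.0733), with WARS1 1.28-fold higher (adjusted p = 0.0132) and C1S at log2 fold change -0.26 (adjusted p = 0.0398). Of 18 MHC class I genes TAP1 rose (1.36-fold, adjusted p = 0.0244) and ERAP2 (-0.54, adjusted p = 0.0265) and B2M (-0.34, adjusted p = 0.0308) fell, and of 13 MHC class II genes CTSS fell (-0.28, adjusted p = 0.0334; camera, adjusted p = 0.403 for both lists). Of 23 microbial sensing genes 3 rose, including TICAM1 (1.68-fold, adjusted p = 0.0249), and 2 fell, TLR4 (log2 fold change -0.31, adjusted p = 0.0297) and TLR1 (-0.36, adjusted p = 0.0329; camera, adjusted p = 0.303). Of the interferon genes IFNE alone was tested (1.59 ± 0.150 to 1.14 ± 0.333 CPM, adjusted p = 0.117), and it was lower in 5 of 5 pairs. Without the replicate block WARS1 kept its call (adjusted p = 0.0496), the remaining genes of this paragraph did not. Without pairs 1 to 5 in turn 4, 3, 2, 1 and 4 genes that lean to interferon gamma and 1, 2, 1, 0 and 3 microbial sensing genes rose, compared with 2 and 1 with MAB replicates 2 and 3 counted as 1.

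At a false discovery rate of 0.5, 11055 genes differed here, and at 0.05 it was 2322. The first is higher than the number quoted from the study above, whose methods state the stricter of these rates. The number changed at least 2.5-fold was 243 at 0.5, 204 at 0.05, and 395 at 0.05 with no low-count filter. The first 2 are lower than the number quoted from the study above, and the last is within 1.5 times of it.

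The tests of explanations in the next 2 paragraphs were chosen after the result was seen. The MAB libraries of replicates 2 and 3 were nearly identical. A single set of molecules counted again would give a chi-square per gene of about 1, and the value was 1.43, which argues against it. Libraries of 2 donors that vary as the others do are argued against by the lowest CV of the other 44 library pairs, 4.37%. The CV of 1.40% is consistent with 2 libraries made from 1 RNA or culture, an explanation found from the same value, and 1 of these labels may then be wrong. Counted as 1, with the saline libraries of replicates 2 and 3 summed too, these libraries left 388 higher and 335 lower genes.

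Genes fixed by the genome changed within pairs. The median of the list lay at percentile 99.97 of 10000 random lists of similar expression. Its genes thus differed more within pairs than others of their level. A larger response of these genes to treatment would give the same value, so this test cannot argue against an effect of treatment. Endothelial RNA in different shares is argued against by the median within-pair log2 ratio of endothelial genes, which was at most 0.345 in size, where 3 of the 5 pairs differed over 8-fold in genome-fixed transcripts. A wrong label and cells of another person in a library cannot be told apart, since 7 of the 10 libraries held transcripts that no 1 genome carries together and the source of the other genome was not tested. How much of each change above such differences account for was not tested.

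Splits of the 10 libraries into groups of 5 were tested with the same blocked fit, 100 of them with the real split included. Splits that keep pairs whole are no fair comparison for a paired fit. The real split was therefore set among the 16 that part all 5 pairs, of which it is 1. These are too few for a share under 0.05. Among these the real split gave 1255 higher, 1067 lower and 204 genes changed at least 2.5-fold by edgeR, and the highest other was 0 for each. Some of the 16 put the near-identical MAB libraries of replicates 2 and 3 in opposite groups, and a low gene count there is in part set by that placement. Fewer than 16 are thus a fair comparison, although the other splits that kept these 2 libraries together also gave 0. For lists chance cannot be excluded: 7 of the 16 splits, the real one among them, reached at least 13, the highest other being 17. Over all 100 splits, as many higher genes came from 1 split, the real one (highest other 888). With the real split counted, as many or more came from 3 splits for lower genes (1182), 5 for genes changed at least 2.5-fold (455) and 47 for lists (19). The splits with 888 higher and 1182 lower genes parted 3 pairs along the real groups and kept 2 whole, which is a structure of the samples.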
